A study of Drosophila melanogaster with 212 samples.

How the data were processed

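The data were 1 table of read counts per gene for single cells sorted by fluorescence from the brains of Drosophila melanogaster. The cells were octopaminergic/tyraminergic neurons carrying a green fluorescent membrane reporter, taken from wild-type and nervy-mutant flies of both sexes. Per the labels' protocols, flies were kept in groups of 15 until day 6, each cell was sorted into its own well of a 96-well plate with Takara lysis buffer, libraries were made with the Nextera XT kit in 24 pools of 12, and sequencing was paired-end with 75-base reads on a NextSeq 500. The mutant allele was not named in the labels.

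Per the file headers, the authors counted reads over exons with HOMER's analyzeRepeats.pl on the dm6 build, without normalization and with transcripts condensed to 1 RefSeq transcript per gene. The aligner, the program versions and the use of strand were not stated. All deposited values were multiples of 0.5, and 56.2% of those above 0 were whole. The source of the fractions was not stated, and the deposited values were handled like expected counts. Analysis plans written before the data were examined had assumed whole counts. Sums kept the fractions, and values were rounded with 0.5 going up only for thinning, intervals and the comparison of pairs of columns. The table listed 17104 genes. In the kept cells the listed genes held a median of 92.1% of the total named in each column's header, and library sizes were taken over the listed genes. No mitochondrially encoded gene was listed.

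The labels named no animal, so each of the 4 groups of genotype and sex was 1 sample whatever its number of cells, and no test between genotypes within a sex was possible. A model over both sexes with genotype and sex as separate terms would leave 1 residual degree of freedom and was not fitted. Each comparison therefore gave both groups' values and their log2 ratio. Sums of counts were given with exact Poisson intervals and shares of cells with exact binomial (Clopper-Pearson) intervals, both at 95%. These intervals and the limit of 3 counts that a count of 0 allows cover counting error only. They leave out differences between cells, animals and library preparations, and amplified reads were not independent molecules. After the results were seen, the cells of each group were drawn with replacement 2000 times to give 95% ranges for the fru difference, the neuropeptide medians and the Tdc2 of cells with little Tbh. These ranges treat cells as independent and leave out differences between animals.

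Cells with fewer than 10000 counts or fewer than 500 genes with a read were left out. Pairs of columns with a Pearson correlation of at least 0.95 between log2(CPM + 1) values, over 7500 genes with a mean of at least 5 CPM (counts scaled to library size), were called near-identical. When both belonged to 1 group they were averaged and counted once, a step added after the data were seen. Pairs that joined different groups were kept. An alternative removed all cells of near-identical pairs, the averaged cells of 1 group included, and left 161 cells. No doublet caller was run on these sorted cells, and cells with unusual markers were described one by one.

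Counts were summed over the cells of a group and divided by the sum over all listed genes to give CPM. Ratios were of log2(CPM + 1), mutant over wild type within each sex and male over female within each genotype. A pseudocount of 1 understates the ratios of genes with few counts. Comparisons across genes used the 5585 genes with a mean of at least 20 CPM over the 4 groups. To compare shares of cells and genes per cell, each cell was thinned once to 190000 reads, the 10th percentile of kept cells rounded down, and shallower cells were left out.

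Several choices were made before the data were examined: the groups, the filter on cells, the sums, the pseudocount, the thinning rule, the gene and marker lists, the rule for naming genes and the alternatives listed as set beforehand. Named genes had a mean of at least 20 CPM and 1 direction in both sexes, in the sums, in the sums without each group's cell with the most reads of the gene, and in the share of cells with a read. Of these 942 genes, the 5 highest and 5 lowest by the smaller of both absolute log2 ratios were named. The same rule with male over female ratios in both genotypes had 1501 genes to choose from. A further 26 genes were named whatever their values: nvy, genes linked to sex, w and y as markers of strain background, and transmitter, neuronal and glial markers.

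The gene lists were ribosomal proteins, mitochondrially encoded genes, heat shock genes, activity-regulated genes, the octopamine and tyramine pathway, its receptors, and neuropeptides. Members with at least 1 CPM entered a list's median log2 ratio, which was placed among 10000 random lists of equal size matched on mean expression. Such percentiles describe these libraries and are not tests. Cells were also clustered on log(CPM + 1) of 2000 variable genes with 20 principal components, 10 neighbours and Leiden at resolution 1, with resolutions 0.5 and 2 as alternatives. A cluster was to be named only from markers fixed beforehand.

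Column headers carried running numbers whose meaning was not stated. Above 96, every kept female cell had a higher number than every kept male cell. At 1 to 96 lay male cells of both genotypes and 8 kept female cells, all wild type. Male cells were therefore also compared within numbers 1 to 96 and within numbers above 96, and female cells within numbers above 96. Titles carried a letter B or D of unstated meaning, and B alone was an alternative.

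Alternatives set beforehand were the mean of per-cell CPM, TMM factors, totals without the 50 genes with the most counts, no filter on cells, a filter at 100000 counts and 1000 genes, cells with letter B, cells with at least 5 counts of Tdc2, pseudocounts of 0.5 and 5, sums without each group's top cell, and gene minimums of 1 and 100 CPM. For shares and genes per cell they were no thinning, thinning to 400000 reads, and a minimum of 5 reads. Added after the data were seen were removal of all cells in near-identical pairs, cells with at least 100 CPM of Tdc2, and the stretches of running numbers.

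Coordinates are those of the deposited table on dm6, counted from 1. Exon overlap between genes came from the Ensembl 115 annotation of BDGP6.54, which uses dm6 coordinates. The ratios were tested on simulated counts for mutant against wild type in each sex, with 200 of 5529 genes changed by a known fold. Of the changed genes, 83.5% were among the 200 with the largest ratio in 1 direction, genes raised 4-fold had a median of 2.03 in females and 1.72 in males, and genes lowered 4-fold had -1.96 and -2.00. The correlation between the sexes over unchanged genes was 0.00052. Every simulated cell was drawn from 1 common profile with noise independent between genes, so a value near 0 was built in. Cell types, RNA of other cells, stretches of running numbers and shared pairs were not simulated. The recovery therefore need not carry over to genes whose counts lie mostly in 1 cell. Software was Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9, scanpy 1.11.5 and leidenalg 0.10.2, and R 4.3.3 with edgeR 4.0.16 for TMM factors.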

Results

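Single octopaminergic/tyraminergic neurons from the brains of wild-type and nervy-mutant flies were profiled by RNA sequencing, with read counts for 17104 genes. There were 54 cells from mutant females, 51 from wild-type females, 56 from mutant males and 51 from wild-type males. After removal of 13 cells below the filter and averaging of near-identical columns of 1 group, 50, 48, 49 and 42 cells remained in that order. Total counts per cell ranged from 20875 to 3045780, with medians of 648291, 844888, 929114 and 1144580. The cells of a group summed to 37920535, 49371682, 49195559.8 and 44914172.5 counts. No animal was named, so each group was 1 sample, and none of the differences below has a replicate check.

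The gene nvy (FBgn0005636, 2R from 24275734 to 24291084 on dm6) encodes Nervy, the protein altered in the mutants, and shares no exon with another gene. Its summed expression was 9.73 CPM (369 counts, interval 8.76 to 10.8) in mutant females and 13.3 CPM (658 counts, 12.3 to 14.4) in wild-type females. It was 7.25 CPM (6.52 to 8.05) in mutant males and 16.7 CPM (15.6 to 18) in wild-type males. The log2 ratio of mutant to wild type was -0.42 in females and -1.11 in males. The alternative that moved it most in females was the mean of per-cell CPM, with -0.85, and in males the removal of cells in near-identical pairs, with -1.50. Without those cells and within stretches of running numbers it was -0.86 in males numbered 1 to 96 and -2.06 in males numbered above 96. Within stretches with the pairs kept it was -0.81 in females numbered above 96, -0.75 in males numbered 1 to 96 and -1.37 in males numbered above 96. The ratio stayed below 0 in both sexes under each of the 14 alternatives.

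A few cells carried most nvy reads. The cell with the most held 31.3% of the counts in mutant females, 35.9% in wild-type females, 27.5% in mutant males and 30% in wild-type males. At 190000 reads per cell, nvy was read in 31.1% of mutant female cells (18.2 to 46.6) and 21.4% of wild-type female cells (10.3 to 36.8). In males it was read in 31.1% of mutant cells (18.2 to 46.6) and 40% of wild-type cells (24.9 to 56.7). Without thinning these shares were 32%, 20.8%, 42.9% and 52.4%. No order was read from the female shares, which went against the CPM. Among the 175 cells with at least 100 CPM of Tdc2, the 14 cells with under 100 CPM of Tbh held 69.2% of the nvy counts and 8.0% of all counts.

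The sex labels were compared with RNA of roX1 (X from 3858277 to 3862697 on dm6), which is made in males. It summed to 3086 CPM in mutant males and 3145 CPM in wild-type males, and was read in all 91 male cells, at a median of 3055 CPM. It summed to 7.07 CPM in mutant females and 173.8 CPM in wild-type females, and was read in 4 of 98 female cells. The log2 ratio of male to female was 8.58 in mutants and 4.17 in wild type. Without each group's top cell these ratios were 11.58 and 9.18. Wild-type female cell 41 alone held 97.7% of that group's roX1 counts, at 7042 CPM, and 1 mutant female cell held 99.6% of its group's. Sxl, with 1.27% of its exon bases shared with other annotated genes, had 359 and 368 CPM in mutant and wild-type females against 87.3 and 105.6 CPM in males.

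**Figure D1:**
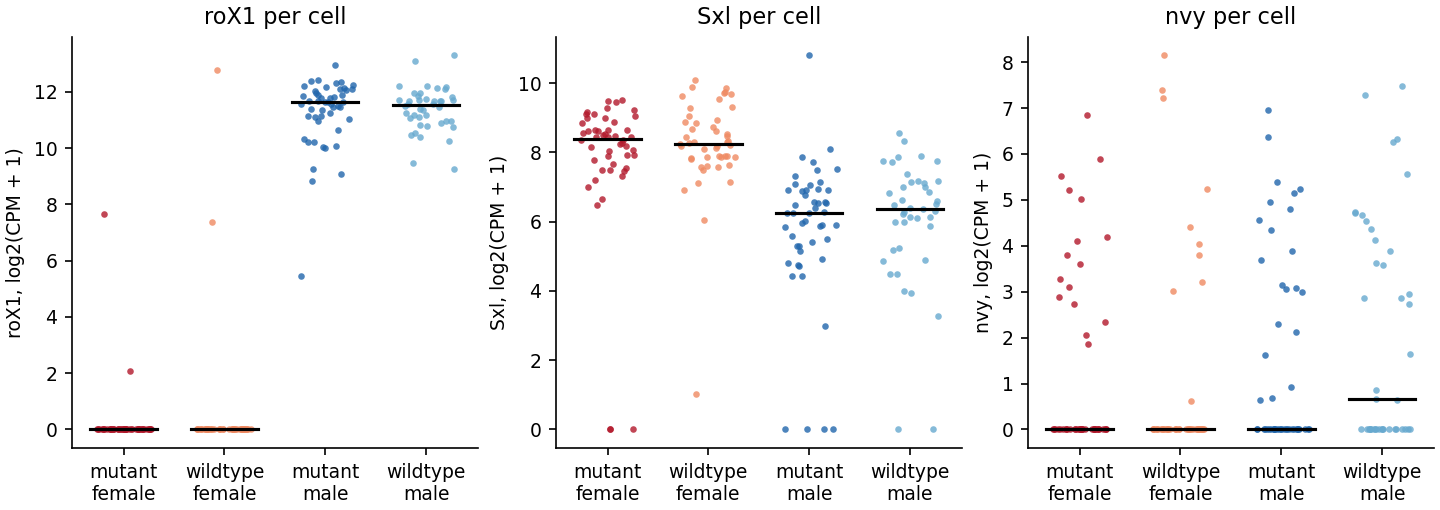
Expression of roX1, Sxl and nvy per cell as log2(CPM + 1) in the 4 groups, 1 point per cell after averaging near-identical columns, with a bar at each group's median. All male cells had roX1 reads and 4 female cells did, and most cells of 3 groups had no nvy read.

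Markers of the sorted type were abundant in all groups. Vmat had 92558 CPM in mutant females, 89665 in wild-type females, 84268 in mutant males and 86338 in wild-type males, with 26.2% of its exon bases shared with CG13330. Tdc2 had 5652, 5415, 5206 and 4897 CPM, and Tbh 14259, 14479, 13061 and 11272 CPM, in the same order. Their log2 ratios of mutant to wild type were 0.06 and 0.09 for Tdc2 and -0.02 and 0.21 for Tbh, in females and males. Of the 189 cells, 14 had under 100 CPM of Tdc2: 1 mutant female, 4 wild-type female, 5 mutant male and 4 wild-type male cells. All 4 of those wild-type female cells were among the 8 of that group numbered 1 to 96, and they held 9.79% of its counts.

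Some columns were nearly the same cell. There were 19 pairs with a correlation from 0.972 to 0.999, while the highest among all other pairs was 0.907 and the median 0.535. Partners shared 88% to 94.1% of their detected genes. In 10 pairs both cells belonged to 1 group, 6 of them in wild-type males, 3 in mutant males and 1 in mutant females. The other 9 pairs joined a mutant with a wild-type cell, 8 of them in males and 1 in females, and no pair joined both sexes. In 16 pairs both were male cells numbered above 96, where 51 columns were kept. These pairs were 47 numbers apart in 11 cases, 54 in 3 and 30 in 2. Male genotype ratios among those numbered above 96 therefore share material between mutant and wild type.

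**Figure D2:**
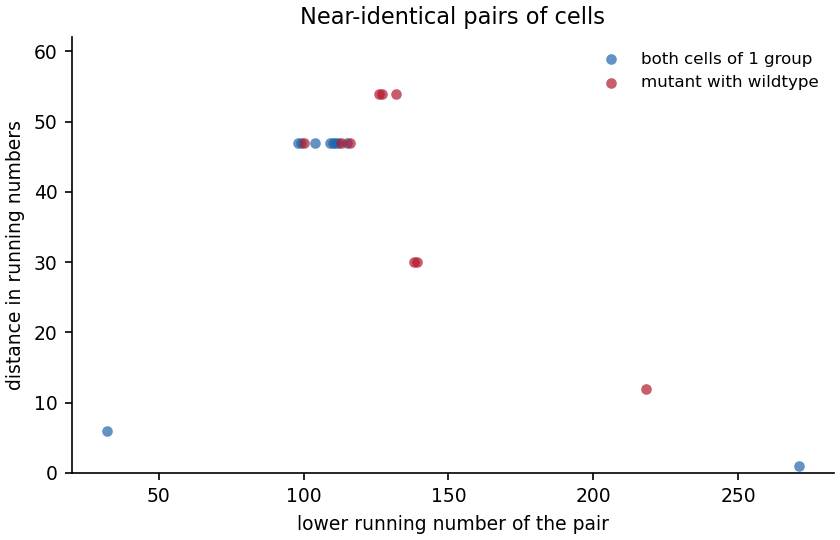
Distance in running numbers between the columns of each of the 19 near-identical pairs (y axis) against the lower number of the pair (x axis), 1 point per pair. Most pairs start between 97 and 140 and lie at 3 distances, and 9 join a mutant with a wild-type cell.

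To ask whether the mutation shifted expression alike in both sexes, genotype log2 ratios were compared across 5585 genes. Their correlation was 0.088, across genes that are not independent replicates, and 52.8% of genes had the same direction in both sexes. Alternatives set beforehand gave 0.0098 with the mean of per-cell CPM to 0.169 with a minimum of 100 CPM. Of those added later, furthest from it and below 0 were the values with males numbered 1 to 96 and females numbered above 96 (-0.079) and with at least 100 CPM of Tdc2 (-0.071). With males numbered above 96 it was 0.0029. The male ratios of both stretches had a correlation of -0.044 with each other.

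Ratios of at least 4-fold occurred in 58 genes in females and 8 in males. In both sexes and in 1 direction there were 3 such genes, against 0.0559 expected from these margins, and 1 gene went opposite ways. The expected number takes all genes as equally likely to reach 4-fold. With a minimum of 100 CPM only 8 genes in females and 0 in males did, so genes with few counts reached it more readily. The count was 15 with a minimum of 1 CPM, where 6 genes went opposite ways, and 0 with at least 100 CPM of Tdc2, where 4 did. Without the cells of near-identical pairs it was 6, with 3 opposite. With males numbered 1 to 96 and females numbered above 96 it was 1, with 10 opposite. Agreement between the sexes was therefore not read from the excess over the expected number. Named after their values were seen, the 3 genes of the main count were CG10513 and CG12239, both lower in mutants, and Saf6, higher in mutants. Saf6 (FBgn0031281, 2L from 813314 to 815950 on dm6; 2.77% of its exon bases shared with Dbp21E2) had 49 CPM in mutant and 11.3 in wild-type females, and 32.4 and 6.58 in mutant and wild-type males. Its log2 ratios were 2.02 in females and 2.14 in males. They were 1.77 and 2.36 without each group's top cell, 1.80 in females numbered above 96, 2.11 in males numbered 1 to 96 and 1.73 in males numbered above 96. With at least 100 CPM of Tdc2 they were 1.93 and 2.17. Its share of cells was lower in mutant females than in wild-type females, which kept it outside the naming rule. In the main count Galphai was the gene that went opposite ways, with -4.44 in females and 2.34 in males, and 1 wild-type female cell held 96.9% of that group's counts.

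By the naming rule, the genes higher in mutants were INPP5E, polybromo, CG3156, Nup160 and IntS14. INPP5E (FBgn0036273, 3L from 12277655 to 12281476 on dm6) had 54.9 CPM (52.5 to 57.3) in mutant and 24.6 CPM (23.2 to 26) in wild-type females. In males it had 36.6 CPM (35 to 38.4) in mutants and 14.9 CPM (13.8 to 16) in wild type. Its log2 ratios were 1.13 in females and 1.25 in males. For polybromo (FBgn0039227, 3R from 24799967 to 24805259 on dm6) they were 1.05 and 1.05. With the mean of per-cell CPM they were 0.44 and 0.68 for INPP5E and 0.74 and 0.90 for polybromo, all below 2-fold. In males numbered 1 to 96 and above 96, the ratios were 1.41 and 1.07 for INPP5E and 0.95 and 0.94 for polybromo. CG3156 had 0.87 and 0.75, Nup160 0.85 and 0.75, and IntS14 0.92 and 0.75, in females and males. In males numbered above 96 these 3 lay below 0, at -0.14, -0.34 and -0.10. CG3156 shared 18.6% of its exon bases with the antisense RNA CR45797, and Nup160 8.51% with RfC38.

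The genes lower in mutants were CG12239, CG10513, Cyp28a5, Mal-A5 and Arr2, with log2 ratios of -3.38, -3.99, -3.13, -3.73 and -2.58 in females and -2.18, -2.16, -1.59, -1.51 and -1.18 in males. The female ratios rested on wild-type cells numbered 1 to 96. Among females numbered above 96 they were 0.10, 0.90, 0.45, -0.24 and 0.57. CG10513 had 89% of its wild-type female counts in 1 cell. In males numbered 1 to 96 the ratios were -1.25, -3.90, -2.33, -1.76 and -2.37, and in those numbered above 96 they were -2.37, 0.45, 0.72, -1.27 and -0.28.

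**Figure D3:**
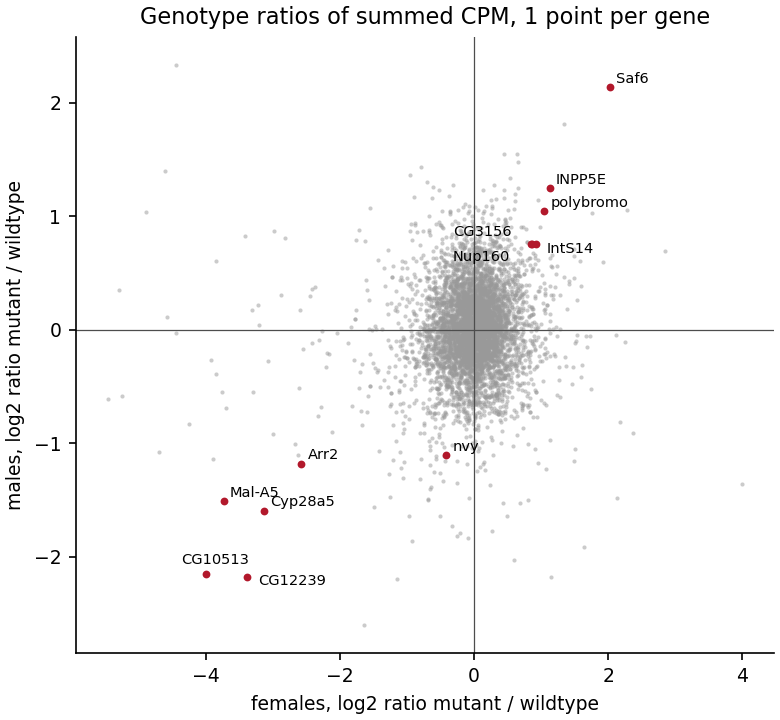
Log2 ratio of summed CPM, mutant over wild type, in males (y axis) against females (x axis), 1 point per gene with a mean of at least 20 CPM. Named genes and Saf6 are marked, and nvy, with a mean below 20 CPM, is added. The cloud shows little relation between the sexes (correlation 0.088).

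To describe sex differences, male over female ratios were compared between genotypes. Their correlation across the 5585 genes was 0.472, and 12 genes differed at least 4-fold in 1 direction in both genotypes, 11 of them higher in males. Both ratios share material through the near-identical male pairs that join genotypes. Without the cells of pairs the correlation was 0.362, and 63.6% of genes had the same direction, against 70.3% with them. Alternatives gave correlations from 0.352 with a minimum of 1 CPM to 0.686 with a minimum of 100 CPM. The number of genes with 4-fold ratios was not stable. It was 76 and 2 under these minimums, 57 with the mean of per-cell CPM and 7 with a pseudocount of 5. Sex and running number could hardly be separated, since wild-type cells numbered 1 to 96 were the only ones of both sexes, with 8 female and 20 male cells. By the naming rule, roX1, CG31974, roX2, Spn43Ab and ninaB were higher in males. CG31974 had log2 ratios of 3.92 in wild type and 4.68 in mutants, roX2 3.82 and 7.45, Spn43Ab 3.44 and 2.78, and ninaB 2.73 and 5.91. Without each group's top cell they were 2.58 and 4.53, 8.26 and 6.80, 4.20 and 3.20, and 3.20 and 4.11, in the same order. A single wild-type male cell held 85.6% of that group's CG31974 counts. No read of roX2 or ninaB was found in mutant females, which allows up to 0.0791 CPM, so these ratios depend on the pseudocount. Lower in males were Sxl (-1.79 and -2.03), Tnks (-1.93 and -1.76), CG6734 (-1.56 and -1.91), CG1812 (-1.92 and -1.39) and CG9123 (-1.35 and -1.56). Within wild-type cells numbered 1 to 96, the ratios were 2.25, 3.64, 1.36, 2.86 and 4.06 for the genes higher in males. For those lower in males they were -1.66, -2.61, -2.29, -2.11 and 0.21. Of these 8 females, 4 had under 100 CPM of Tdc2, among them cell 41. Without them no read of the genes higher in males was left in females, and the ratios of the genes lower in males were -1.23, -1.45, -2.41, -1.94 and -0.33. Tnks shared 14.3% of its exon bases with the antisense RNA CR46101 and ninaB 6.65% with Adgf-D and f-cup. The cluster with raised glial markers, described below, held 16 mutant male and 17 wild-type male cells, against 3 cells of each female group. At resolution 0.5, ninaB was among the genes most raised in the cluster with glial markers. RNA of other cells in male wells therefore stays open for CG31974, Spn43Ab and ninaB, and was not tested.

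Other genes fixed beforehand had these ratios of mutant to wild type. The ratio of fru was -0.88 in females and 0.93 in males, and that of w 1.04 and -0.64, with 77.1% of the w counts of mutant females in 1 cell. For y it was 0.73 and 0.91, for msl-2 -0.24 and 0.28, and for dsx, under 1 CPM in every group, -0.70 and 0.24. Neuronal genes had 0.08 and 0.01 (nSyb) and -0.47 and -0.19 (elav, 34.2% of exon bases shared). Transmitter genes had -0.38 and -0.19 (VGlut), 0.09 and 0.60 (VGAT), -2.33 and -0.76 (Gad1), -1.70 and -0.38 (ChAT) and -3.00 and -0.91 (VAChT). ChAT shared 15.1% of its exon bases with VAChT. Rarely read genes had -1.93 and -1.99 (ple), -3.97 and -2.25 (DAT), 1.25 and 0.26 (SerT), 2.94 and -0.42 (Trh), -0.75 and -1.86 (Tdc1), -0.61 and -1.05 (prt) and -3.74 and -1.21 (repo). In mutant females a single cell, not the same for all of these genes, held 100% of the SerT and prt counts, 98.6% of those of Tdc1, 93.8% of those of Trh and 88.9% of those of ple, and in wild-type females 1 cell held 90.8% of the ple and 92.3% of the repo counts. Without each group's top cell the female ratios were -0.75 (SerT), 0.45 (Trh), -0.43 (ple), -1.02 (repo) and -1.41 (Tdc1). With at least 100 CPM of Tdc2 the female ratios of ChAT, VAChT and Gad1 were 2.09, 1.53 and 1.17.

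Median log2 ratios of the gene lists were set beside 10000 random lists. Ribosomal protein genes (84 used) had -0.14 in females, below all random lists, and 0.04 in males, at percentile 85.3. Among random lists matched also on the share of cells with a read, a match chosen after these values were seen, 1 of 10000 was as low in females and the male value was at percentile 99.87. The female value was -0.01 with at least 100 CPM of Tdc2 and 0.10 in females numbered above 96. Neuropeptide genes (20 used) had -0.80 in females and -0.50 in males, below all random lists in both. With at least 100 CPM of Tdc2 they had -0.13 and -1.12. Among females numbered above 96 the median was -0.02, in males numbered 1 to 96 it was -1.26, and in males numbered above 96 it was 0.13. Activity-regulated genes (8) had -0.05 at percentile 38.2 in females and -0.31 at percentile 1.1 in males, with -0.72 and 0.13 in both male stretches. Heat shock genes (17) had 0.09 and -0.05, the octopamine and tyramine pathway (4) 0.01 and 0.03, and its receptors (6) -0.03 and -0.09, at percentiles from 24.0 to 88.6. No mitochondrially encoded gene was listed. No scaling moved the median ratio of all genes by over 0.1.

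At 190000 reads, Tdc2 was read in 97.8% of mutant female cells (88.2 to 99.9), 95.2% of wild-type female cells (83.8 to 99.4), 95.6% of mutant male cells (84.9 to 99.5) and 97.5% of wild-type male cells (86.8 to 99.9). The difference of mutant minus wild type was 2.54 percentage points in females and -1.94 in males, not detectable at this number of cells. Without thinning the shares were 98%, 97.9%, 91.8% and 95.2%. The median number of genes per cell was 5210, 5136.5, 5155 and 5440.5, with 45, 42, 45 and 40 cells and 5, 6, 4 and 2 shallower cells left out. The difference was 73.5 genes in females and -285.5 in males. Without thinning it was -121 and -268.

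Clustering gave 8 clusters of 46, 39, 31, 23, 20, 14, 11 and 5 cells, 5 clusters at resolution 0.5 and 14 at resolution 2. None was named. In the cluster of 39 cells 5 of the 6 glial markers were raised, at 103 CPM of repo, while Vmat was still at 39888 CPM. Of its cells 26 were numbered 1 to 96. By group, 3 were mutant female, 3 wild-type female, 16 mutant male and 17 wild-type male cells. The cluster of 14 cells had 9594 CPM of Tdc2 and 423 CPM of Tbh. Shares of clusters were not compared between sexes, since sex and running number were nearly the same split. Between genotypes they were not tested, as each group was 1 sample. The cluster of 46 cells held 38% of mutant and 29.2% of wild-type female cells. In males it held 20.4% and 7.14%, in the same order. The mutant male interval reached down to 10.2% and the wild-type male interval up to 19.5%, so they overlapped. In the cluster of 31 cells males went the other way, with 4.08% and 9.52%. A part of cell make-up in the genotype ratios stays open.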

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

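The tests with at least 100 CPM of Tdc2, without the cells of near-identical pairs and within stretches of running numbers, and the resampling of cells, were chosen only after the results were seen, and every prediction was written then. The sums without each group's top cell and the other depths were planned. The 4 results below stood out because mutant minus wild type went 1 way in females and the opposite way in males. None of these differences between the sexes was tested, because each group was 1 sample.

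The genotype log2 ratio of fru was -0.88 in females and 0.93 in males. With the mean of per-cell CPM these ratios were smaller, at -0.41 and 0.51, and kept their directions. Leaving out each group's top cell left a female minus male difference of -1.30, with a 95% range of -2.63 to 0.11 when the cells were resampled. Without the cells of near-identical pairs it was -1.47 (-2.89 to 0.34). Both ranges held 0, so 1 cell per group and near-identical pairs stay open. Among cells with at least 100 CPM of Tdc2 it was -1.78 (-3.08 to -0.062), which argues against Tdc2-poor cells as its whole source. Running number stays open too. The male ratio was 0.27 in numbers 1 to 96 and 1.94 in numbers above 96, and no mutant female cell lay in numbers 1 to 96, so a shift between stretches and an effect that differs by sex cannot be told apart for fru. In wild type, the male over female ratio of fru was -3.01 over all cells. In numbers 1 to 96 it was -1.33 with all 8 females and 0.27 with the 4 that had at least 100 CPM of Tdc2. An effect of the mutation that differs by sex also stays open and untested, as does chance in which neurons were sorted.

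The ratio of w was 1.04 in females and -0.64 in males. In mutant females, cell 9 held 77.1% of the w counts, at 2964 CPM with 578 genes and no count of Tdc2, while the highest of any other cell was 418 CPM. Without each group's top cell the female ratio was -0.60, below 0 as in males. A single unusual cell is therefore a candidate explanation for the difference between the sexes, and no biological explanation was needed or tested for it.

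The share of cells with a Tdc2 read differed by 2.54 points in females and -1.94 points in males. The interval of the female difference reached down to -7.88 and that of the male difference up to 9.41, so counting error in the number of cells could account for both, and the data could not show a biological difference of this size.

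The median number of genes per cell differed by 73.5 in females and -285.5 in males. The interval of the female difference reached down to -305 and that of the male difference up to 55.3, so sampling of cells could account for both. In females the difference was 14 at the deeper common depth. In males it was -333 at that depth, -257.5 among cells with at least 100 CPM of Tdc2, -331 without the cells of near-identical pairs and -77.5 with at least 5 reads per gene. The intervals of these values also held 0, so depth, Tdc2-poor cells and near-identical pairs could not be excluded. Within stretches it was -216.5 in numbers 1 to 96 and -85 in numbers above 96, both smaller than the pooled value and in the same direction, with 19 to 26 cells per group. Running number stays open too, since the material shared by near-identical pairs in numbers above 96 draws genotypes together there. A lower number of expressed genes in mutant males also stays open, as does RNA of other cells in the wells, which adds genes.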

How the results depend on the processing

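The removal of cells in near-identical pairs, the minimum of 100 CPM of Tdc2 and the stretches of running numbers were chosen after seeing the data; the other alternatives were planned. No paired analysis was possible because the numbers in the labels only name cells and no result comes from a test. For every value printed here the cause was not tested, unless the text names it.

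Changing 1 choice at a time, the ratio of nvy stayed below 0 in both sexes, from -0.85 to -0.32 in females and from -1.50 to -0.75 in males. In males numbered above 96 without the cells of near-identical pairs it was -2.06. The ratio of roX1 stayed above 0 in both genotypes, from 4.03 to 9.18 in wild type and from 8.0 to 11.58 in mutants. Within wild-type cells numbered 1 to 96 it was 2.25, and no read was left in the 4 females there with at least 100 CPM of Tdc2. The sex correlation stayed between 0.352 and 0.686. The genotype correlation and the count of genes with 4-fold ratios were not stable. Values of lists and of genes with a mean of at least 20 CPM were recomputed 1472 times, and 1362 kept their direction, 720 within the counting interval or the tolerance and 642 outside it. Of the rest, 41 values of named genes or of at least 2-fold ratios and 65 other values changed sign, and 4 became 0. Changes of sign given below are those of genes named by the rule and, among the other genes with this mean, of at least 2-fold ratios.

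With the mean of per-cell CPM, nvy had -0.85 in females and -0.76 in males, roX1 had 4.35 in wild type and 9.23 in mutants, and the correlations were 0.0098 for genotype and 0.608 for sex. With TMM factors roX1 had 4.08 and 8.52. A pseudocount of 5 gave -0.83 for nvy in males, 4.14 and 8.0 for roX1, and 0 genes with 4-fold ratios, because it shrinks ratios of genes with few counts. A gene minimum of 1 CPM gave 15 such genes and a sex correlation of 0.352; a minimum of 100 CPM gave 0 genes and correlations of 0.169 and 0.686.

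The stricter filter on cells gave 4.14 and 8.56 for roX1 and a sex correlation of 0.556. It turned w to -1.0 in females and to 0.99 for male over female in mutants. Letter B alone gave 4.10 and 8.48 for roX1, a sex correlation of 0.386, 1 gene with 4-fold ratios, and 0.023 for Arr2 in females. At least 5 counts of Tdc2 gave 4.03 and 8.56 for roX1, 1 such gene, and w at -0.34 in females and 1.0 for sex in mutants. With no filter on cells the sex ratios in mutants were -0.13 for CG31974 and -0.90 for Gad1.

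Without each group's top cell, roX1 had 9.18 in wild type and 11.58 in mutants, since 1 cell held 97.7% of the wild-type and 1 cell 99.6% of the mutant female counts. The sex correlation was 0.583 and 1 gene had 4-fold ratios. The female ratio of roX2 was 0, as no counts were left, and w had -0.60 in females and 0.46 for sex in mutants.

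Without the cells of near-identical pairs, nvy had -1.50 in males, the sex correlation was 0.362, 6 genes had 4-fold ratios, and Gad1 had -0.0099 for sex in mutants. With at least 100 CPM of Tdc2, roX1 had 9.02 and 8.50, the correlations were -0.071 for genotype and 0.586 for sex, and 0 genes had 4-fold ratios. Female genotype ratios that changed sign or became 0 under it were CG12239 (0.22), CG10513 (0.51), Cyp28a5 (0.61), Arr2 (0.76), roX1 (0.57), roX2 (0), w (-0.26), ChAT (2.09), VAChT (1.53) and Gad1 (1.17). The sex ratio of w in mutants was 1.0.

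With females numbered above 96, nvy had -0.81 in females. Female genotype ratios that changed sign or became 0 were CG12239 (0.10), CG10513 (0.90), Cyp28a5 (0.45), Arr2 (0.57), roX1 (0.32), roX2 (0), ChAT (2.88), VAChT (1.38) and Gad1 (0.88). These lost the 8 wild-type female cells numbered 1 to 96, 4 of which had under 100 CPM of Tdc2. Set against males numbered 1 to 96, nvy had -0.75 in males, roX1 8.91 in wild type, the correlations were -0.079 and 0.410, and 1 gene had 4-fold ratios. Against males numbered above 96, roX1 had 8.95 and 8.37, the correlations were 0.0029 and 0.643, and 0 genes had 4-fold ratios. In those males CG3156 (-0.14), Nup160 (-0.34), IntS14 (-0.10), CG10513 (0.45) and Cyp28a5 (0.72) changed sign.

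The difference in the share of Tdc2 cells lay from -2.44 to 4.92 points in females and from -5.71 to 3.45 in males, within counting error of 0 throughout. The difference in median genes per cell lay from -121 to 73.5 in females and from -333 to -77.5 in males. Depth limited rare genes most: 1 CPM was about 38 to 49 counts of a group, often from 1 or a few cells. Clusters numbered 5, 8 and 14 at the 3 resolutions.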

Other observations

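All tests in this part were chosen only after the results were seen.

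The near-identical pairs were weighed against a resemblance between cells of 1 type. The highest correlation among all other pairs was 0.907, below the lowest of the 19 pairs at 0.972, with nothing between them. The chi-square per gene between partners was 1.12 to 7.24, against a median of 67.1 among 200 other pairs drawn at random. The lowest of those was 3.76, below 4 of the 19 pairs, so this value did not separate all of them. Among males numbered above 96, 11 of 16 pairs lay at the same distance, whereas 10000 random pairings of these numbers never gave more than 5. The gap in correlation and the shared distance argue against resemblance of separate cells. They are consistent with cDNA or reads of 1 well being counted under a pair of names, through a transfer between plate positions or mixed index sequences. The stage was not tested, and which of the names is right in the 9 pairs that join genotypes is not known. No biological explanation was tested.

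Without the cells of the pairs, the male genotype ratios of numbers 1 to 96 and above 96 had a correlation across genes of -0.10. Only 10 mutant and 9 wild-type cells were left in numbers above 96, so whether the pairs hid a shared pattern stays open. Genotype ratios of single genes in these sums may owe much to which cells were sampled, a limit that applies to the named genes as well.

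Wild-type female cell 41 had 7042 CPM of roX1, inside the range of male cells (43 to 10027 CPM) and above every other female cell. It also had 1036 CPM of roX2. Its Sxl was 189 CPM, between the medians of female (313) and male cells (77.2). Its Vmat was 1.03% of the group's median, so a female octopaminergic neuron sorted together with a male cell would need far more. A male cell of another type, or RNA of several cells, under a female label is a candidate explanation. It had 8674 genes and 2845 CPM of the glial marker nrv2. No male column lacked roX1, so a clear partner for a swap was not seen. Mutant male cell 51 had 1784 CPM of Sxl, above the highest female cell (1093 CPM), beside 1025 CPM of roX1. Mutant male cell 50 had 43 CPM of roX1 and no read of Sxl. Whether these male columns hold RNA of other cells or a wrong label was not tested.

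Most nvy reads lay in cells with Tdc2 but little Tbh, the enzyme that makes octopamine from tyramine. With 100 CPM of Tbh as the limit, these were 3 mutant female, 4 wild-type female, 3 mutant male and 4 wild-type male cells. They held 58.5%, 92.1%, 42.8% and 66.9% of the nvy counts of their group's Tdc2 cells, and 7.65%, 8.84%, 4.72% and 11.1% of all counts. All 14 of them had nvy reads, which argues against a single cell per group, while 50 of the 161 other cells did. Their median Tdc2 was 9066 CPM, above the 5306 CPM of the others, and higher in all 4 groups, with a range of the difference of 2256 to 6857 CPM when the cells were resampled. Their median Vmat was lower, at 60430 against 92050 CPM, also in all 4 groups. Dilution by RNA of other cells would lower both, so the rise of Tdc2 argues against it as the whole source, but not against a part in the lower Vmat. With 1000 CPM as the limit, 18 cells held 69.5% of the nvy counts, and 15 of them had nvy reads. Over all groups their median Tdc2 was then 2805 CPM above that of the others, with a range of -2078 to 5774 CPM that held 0. At this limit Tdc2 was lower in these cells than in the others of mutant males, at 4615 against 4925 CPM, as was Vmat, at 26860 against 83998.5 CPM, so dilution stays open for the added cells. These values suggest, as a hypothesis, that nvy RNA is higher in tyraminergic neurons without Tbh. Within these cells nvy had a genotype log2 ratio of -1.0 in females and -0.65 in males. In the remaining cells it was 1.26 in females, on 51.5 wild-type counts, and -0.47 in males. The female ratio of the whole sum may therefore rest on 3 mutant and 4 wild-type cells.

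The neuropeptide list lay lower in mutants of both sexes. Among random lists matched also on the share of cells with a read, its median stood at percentile 0.26 in females and 0.49 in males. Genes read in few cells, drawn independently of each other, thus rarely gave such a median. The random lists do not keep genes that are read together in the same cells. A few cells that carry several members therefore stay open. In females the median was -0.13 with at least 100 CPM of Tdc2 and -0.016 among cells numbered above 96. A few wild-type female cells with little Tdc2, all numbered 1 to 96, are therefore a candidate explanation there. In males it was -1.12 with at least 100 CPM of Tdc2, further from 0, but with a range of -1.92 to 0.0027 when the cells were resampled, so Tdc2-poor cells stay open. Without the cells of near-identical pairs it was -1.03 in males and -1.08 in females. In males it was -1.26 in numbers 1 to 96, where resampling gave a range of -2.49 to -0.0061. In numbers above 96 it was 0.13 (-2.30 to 2.43). Without the pairs it was -1.36 in numbers 1 to 96 (-2.61 to -0.058). In numbers above 96 it was then -0.17 (-2.18 to 2.28), with 10 mutant and 9 wild-type cells. Both ranges of numbers 1 to 96 lay below 0, but they overlapped those of numbers above 96. Whether the stretches differ and whether shared material hid a difference therefore stays open. RNA of other cells also stays open in males. Markers of 8 of 8 other cell types had medians below 0 in mutants with at least 100 CPM of Tdc2, from -3.12 to -0.16. Yet the most abundant glial marker, Gs2, was higher in mutant males, at 2282 against 1521 CPM, some lists share genes (Ddc is in 2, and sNPF is in the Kenyon cell and neuropeptide lists), and general neuronal markers had -0.24. An effect of the mutation on neuropeptide genes in males stays open and untested.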
